A study of Homo sapiens with 4 samples. Its data were reported in "LMO2 promotes the development of AML through interaction with transcription co-regulator LDB1" (2023).

How the data were processed

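RNA-seq was measured in 4 libraries of the human leukemia line that the labels name NB4, a promyelocytic line. In 2 libraries the cells carried the control vector sh-NC, and in the other 2 they carried an shRNA vector against LDB1 (sh-LDB1). The groups and replicate numbers were taken from the sample labels. Total RNA was made into libraries with an Illumina TruSeq kit. The study designed 3 shRNAs against human LDB1, and the labels do not say which one was sequenced.

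The authors filtered the reads, mapped them with HISAT and deposited one table of FPKM, fragments per kilobase of gene scaled to the depth of the library, with 1 value per gene and library. The HISAT version, the genome build, the gene annotation, the counting tool and the use of strand were not stated. The replicates were not pooled by the authors. The table held 28412 genes and 0 columns of per-sample values that belonged to no sample. The authors called changed genes with DESeq2.

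The design fixed beforehand allowed for a table of counts. The deposited values were FPKM, so limma on a log scale was the test, and the count tests edgeR and DESeq2 were not used here.

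Depth was recovered from the FPKM values themselves. A gene's values in a library are whole multiples of what 1 read is worth, so 1555 genes with a single annotated transcript gave the factor of each library. Each gene's length was then fitted so that its values became whole reads, which 99.91% of the values did. This share follows in part from the fit and is no independent check. The recovered totals were 16611392 and 15220583 reads in sh-NC replicates 1 and 2, and 15309029 and 14376485 reads in sh-LDB1 replicates 1 and 2. The totals by which the FPKM had been divided were 0.974, 0.969, 1.05 and 1.05 times these, in the same order. The median ratio of each library to the geometric mean over genes above 0 in all 4 libraries was the same, 1.0083, so the deposited FPKM already held a median-of-ratios scaling. The absolute number of reads rests on gene lengths from GENCODE release 44 on GRCh38. Of the table's genes, 28193 were found in that annotation. The fitted length was within 10% of the annotated one for 85.8% of genes and equal to it for 41.0%. Where reads were few, the multiple nearest the annotated length was taken, so part of this agreement was built in. On simulated FPKM of 2956 genes, the recovery returned all reads of 98.8% of genes.

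Genes with a mean of at least 1 FPKM over the 4 libraries were tested, which left 13300 genes. The levels were taken as log2(FPKM + 1), and a fold change on this scale understates the change of low genes. The 2 sh-LDB1 libraries were compared with the 2 sh-NC libraries with limma 3.58.1 in R 4.3.3, with eBayes and a trend of the prior variance on level, and with no replicate block. P-values were adjusted by the Benjamini-Hochberg method. A gene was called past the threshold at an adjusted p-value below 0.05 and a fold change above 2 or below 0.5 on this scale. The remaining steps used Python 3.11.15 with numpy 2.4.6 and pandas 2.3.3.

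The steps were tested on simulated data. Of 200 genes changed by known factors among the simulated genes, 185 were called in the right direction, and 137 of the 137 with a mean of at least 5 FPKM were called. Of 13074 unchanged genes, 14 were called, and these 14 were all shorter than 200 bases. The simulated reads had a small fixed dispersion, near the noise of independent reads for genes of few reads. At 20 to 100 summed reads, the real replicates had a chi-square per gene of 2.13 in sh-NC and 2.05 in sh-LDB1. False calls among such genes can thus be more frequent than simulated. Among 200 further simulated lists of 40 unshifted genes, camera gave a p-value below 0.05 for 0.5% and fry for 3.5%. The first unshifted list tried had a camera p-value of 0.865 and a fry p-value of 0.00508. Genes were simulated independently, so these rates do not cover lists whose members move together.

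Gene lists were fixed before the data were examined. Lists taken from the study were 53 HSC self-renewal genes, 19 candidate genes, 8 genes with RT-PCR primers, and the genes bound by LDB1 and changed after its knockdown. The study chose at least the candidate, RT-PCR and bound genes with these libraries, so they are not independent evidence. Lists written by hand covered apoptosis, TNF signalling through NFKB, p53 targets, coagulation, cell cycle, erythroid genes, granulocytic genes, ER and Golgi genes and the 9p21 region. None of the 3 members of the 9p21 list had a value to analyse here. Some erythroid, granulocytic and ER and Golgi members had been seen in the study's supplementary gene lists beforehand. The bound list holds 16 of the 22 erythroid genes, 2 of the 22 granulocytic genes, 3 of the 49 ER and Golgi genes and 5 of the 43 cell cycle genes. Of the other lists, 11 of the 126 TNF NFKB genes, 9 of the 47 apoptosis genes, 7 of the 30 p53 targets and 5 of the 40 coagulation genes are also on another list written by hand.

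Lists were tested with camera at a preset correlation of 0.01, with adjustment over 9 lists. The direction of the bound genes was tested with a two-sided Fisher's exact test among genes past the threshold. The level of the erythroid and granulocytic lists was given as the median FPKM of the members in each library, with the percentile among 10000 random lists of the same size.

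The genes named in the text followed a rule written beforehand. They were LDB1, LMO2, MYC, the RT-PCR genes, IRF2BP2, LYL1, NEAT1 and RUNX2. They also included the 6 largest rises and 6 largest falls among genes with a symbol, an adjusted p-value below 0.05, a mean of at least 10 FPKM and no overlap between the groups. From each list up to 3 members with the smallest adjusted p-value could be named, and the marker genes of the cell type lists. Some genes that meet this rule are not reported here.

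Coordinates are those of GENCODE release 44 on GRCh38 and were joined to the table by gene identifier. The 3 shRNA targets were matched to the LDB1 transcripts of the same annotation. The genes HBA1 and HBA2, and HBG1 and HBG2, are near-identical copies, and the authors' counting could have split reads between them, so their single values are uncertain. The same holds for overlapping and antisense genes.

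The alternatives chosen before the data were examined were pseudocounts of 0.1 and 0.01, no filter, a filter of at least 10 recovered reads in every library, scaling by total reads only, the replicate number as a block, each library left out in turn, other thresholds for calls, a limma treat test against a fold change of 2, fry, camera with an estimated correlation, lists without their extreme members, and another summary of the marker lists. Chosen after the data were seen were a median of ratios over genes with a mean of at least 1 FPKM, voom on the recovered reads, eBayes without a trend, and leaving out genes shorter than 200 bases.

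Tests of explanations used the same tables. Genes with a 7-base site in the annotated 3' UTR were compared with genes without it, after the trend of the fold change on UTR length, UTR GC content and level was removed. Chromosome medians were compared with 1000 shuffles of gene positions. The trend of fold change on GC content, length and level was fitted over 13228 genes. The number of genes above 0 was recounted after drawing the same number of recovered reads from each library, as the mean of 5 draws.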

Results

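To investigate which transcripts change when LDB1 is lost, RNA-seq was performed on cells labelled NB4 that carried the control vector sh-NC or the knockdown vector sh-LDB1. LDB1 (LIM domain-binding protein 1) is the adaptor of the transcription complex that holds LMO2. There were 4 libraries, 2 per group. The deposited FPKM corresponded to 14376485 to 16611392 recovered reads per library. Genes of at least 1 FPKM numbered 12910 and 12948 in sh-NC, and 13394 and 13443 in sh-LDB1. The 10 most abundant genes took between 13.7% and 16.3% of the summed FPKM.

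The replicates were compared before they were averaged. Across genes, the correlation of log2(FPKM + 1) was 0.985 between the sh-NC replicates and 0.984 between the sh-LDB1 replicates. Between libraries of different groups it ranged from 0.856 to 0.863. Genes are not independent replicates, so these values describe the libraries only. The recovered reads of the replicates differed by more than sampling noise, with a chi-square per gene of 4.59 in sh-NC over 15171 genes and 2.32 in sh-LDB1 over 16058 genes. That sampling noise is the noise of independent reads only. Whether the replicates came from separate libraries or cultures cannot be read from these values, and each library was counted as 1 replicate because the labels list it as a sample of its own.

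The knocked-down gene was examined first. LDB1 (ENSG00000198728) lies on the minus strand of chromosome 10, from 102106489 to 102120368 (GRCh38). Its level was 135.1 and 120.1 FPKM in the 2 sh-NC libraries, and 10.2 and 9.47 FPKM in the 2 sh-LDB1 libraries. The mean fell from 127.6 ± 10.6 FPKM (SD, n = 2) to 9.86 ± 0.546 FPKM (SD, n = 2), which left 7.73% of the control level. The log2 fold change was -3.56 with a standard error of 0.0765 (limma, Benjamini-Hochberg adjusted p = 6.93e-05). The values rested on 400 to 6099 recovered reads per library. The alternatives that moved this fold change most were a pseudocount of 0.01 and voom on the recovered reads, which both gave -3.69.

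The study described 3 shRNAs against LDB1, each with a target of 21 bases in the coding sequence. The canonical transcript has 11 exons. The target of LDB1-shRNA-1, GGACAGAGGAGTGTGACAATC, spans the junction of exon 4 (102111069 to 102111076) and exon 5 (102110959 to 102110971). The target of LDB1-shRNA-2, GCTACTTCCGCAGCATCTTTG, lies in exon 6 (102110657 to 102110677). The target of LDB1-shRNA-3, GGATAAAGACGTGGCACTTCA, lies in exon 7 (102109971 to 102109991). All 3 are on the minus strand of chromosome 10. Which of them the sequenced cells carried is not stated.

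To determine whether the partner of LDB1 changed with it, LMO2 (ENSG00000135363; chromosome 11, 33858576 to 33892076, minus strand) was examined. LMO2 fell from 23.7 ± 0.724 FPKM (SD, n = 2) to 4.42 ± 0.12 FPKM (SD, n = 2). The log2 fold change was -2.19 with a standard error of 0.0532 (limma, adjusted p = 7.41e-05). MYC (ENSG00000136997; chromosome 8, 127735434 to 127742951, plus strand), whose protein the study followed after the knockdown, fell from 160 ± 1.29 FPKM (SD, n = 2) to 27.7 ± 0.574 FPKM (SD, n = 2). Its log2 fold change was -2.49 with a standard error of 0.0398 (limma, adjusted p = 6.77e-05). Both falls were larger than the spread between replicates.

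**Figure D1:**
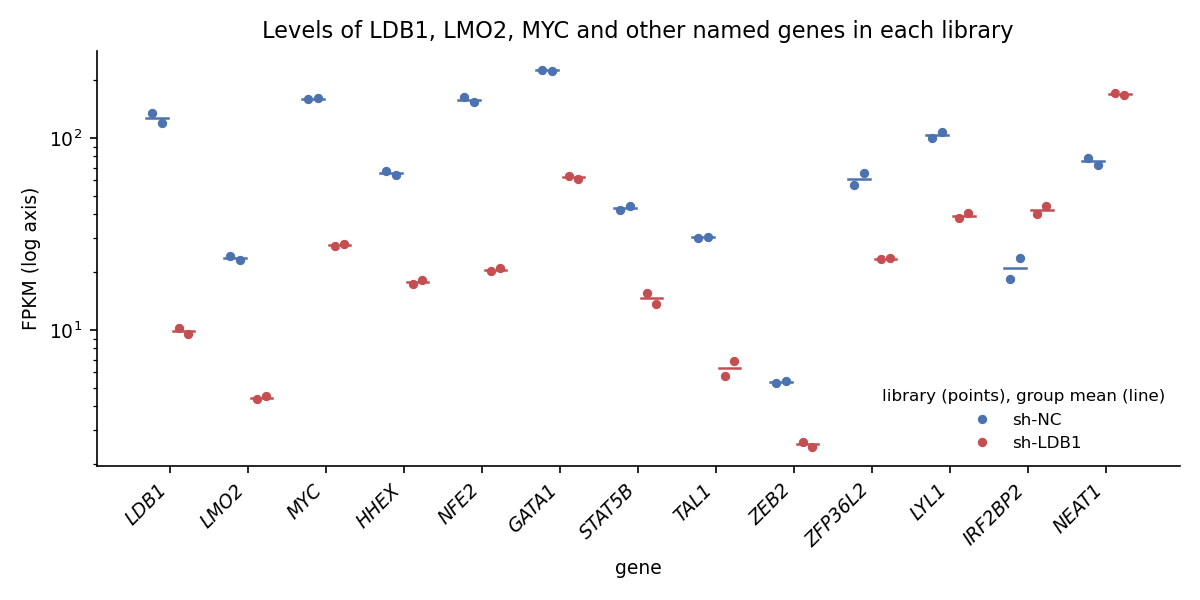
FPKM on a log axis of LDB1, LMO2, MYC and 10 other named genes, with each library as a point and the group mean as a line. LDB1 stood at 135.1 and 120.1 FPKM in sh-NC and at 10.2 and 9.47 FPKM in sh-LDB1, and of the 13 genes IRF2BP2 and NEAT1 alone were higher in sh-LDB1.

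Over all genes, 13300 were tested. Results showed that 1264 genes were higher and 1371 genes were lower in sh-LDB1 at a limma adjusted p-value below 0.05 and a fold change above 2 or below 0.5. With no fold-change threshold, 3983 genes were higher and 4978 lower, together 67.4% of the genes tested. A limma treat test of whether the fold change itself exceeded 2 kept 568 higher and 581 lower genes, and this alternative lowered the counts most. The 2 groups did not overlap for 84.6% of the genes tested, against 33.3% expected by chance with 2 libraries per group. The share of lower genes among the calls was 52.0%. It was 43.1% when the libraries were scaled by total reads only, so neither direction prevailed under both scalings. Of the 2635 calls, 142 had a mean under 10 recovered reads and 156 were shorter than 200 bases. In simulated data, which held less noise at few reads than these libraries, the unchanged genes that were called in error were of that length.

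**Figure D2:**
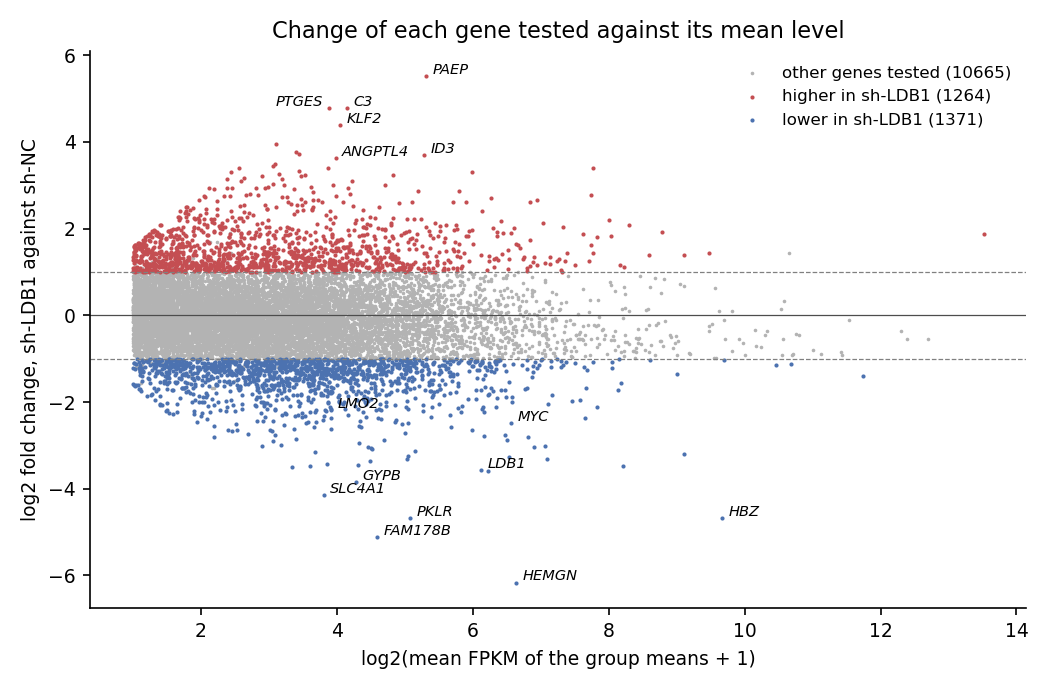
Log2 fold change on the log2(FPKM + 1) scale against the mean level of each of the 13300 genes tested, with the calls coloured by direction and dashed lines at a fold change of 2 and 0.5. The 1264 higher and 1371 lower genes are spread over the range of levels, and HEMGN fell furthest on this scale among the genes named.

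Among genes with a mean of at least 10 FPKM, the 6 largest rises on the log2(FPKM + 1) scale were PAEP (log2 fold change 5.52), PTGES (4.79), C3 (4.78), KLF2 (4.39), ID3 (3.69) and ANGPTL4 (3.62). PAEP (chromosome 9, 135561756 to 135566955) rose from 0.705 ± 0.205 FPKM to 77.0 ± 0.232 FPKM (SD, n = 2 each). PTGES was listed at 0.0652 and 0 FPKM in sh-NC and at 28.7 and 26.4 FPKM in sh-LDB1. With 2 and 0 recovered reads in sh-NC, its fitted value depends on the pseudocount, and it was at least 256.7-fold higher against a floor of 3 reads. The 6 largest falls were HEMGN (-6.16), FAM178B (-5.12), HBZ (-4.69), PKLR (-4.68), SLC4A1 (-4.15) and GYPB (-3.85). HEMGN (chromosome 9, 97926791 to 97944856) fell from 185.7 and 206.3 FPKM in sh-NC to 1.77 and 1.71 FPKM in sh-LDB1. The order within the rises and falls depended on the pseudocount. At 0.01, C3 (7.04) rose further than PAEP (6.78), PTGES came first, and FAM178B (-6.995) fell further than HEMGN (-6.80). The level of GYPB is uncertain, since its reads can be shared with similar sequence. The limma adjusted p-value was at most 0.00015 for these 12 genes, and for each of them the libraries of the 2 groups did not overlap.

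The study asked whether genes of hematopoietic stem cell (HSC) self-renewal fell with LDB1. Of the 53 genes on its list, 45 were tested. There were 25 lower and 14 higher genes at a limma adjusted p-value below 0.05, and the numbers were the same when adjusted over the list alone. There were 13 lower and 5 higher genes past the fold-change threshold. The study's legend for its HSC self-renewal genes calls them down-regulated in the knockdown cells. How the 53 genes were chosen is not otherwise stated, so the list is not taken as independent evidence. Among the listed genes, NFE2 (log2 fold change -2.88), SLC7A8 (-2.20) and STAT5A (-2.13) had the smallest adjusted p-values. The list median was -0.32. The list as a set did not differ from the other genes by camera (adjusted p = 0.152), which changed under fry and without a filter on low genes.

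Of the 8 genes with RT-PCR primers, 7 were tested, and all 7 were lower (limma, adjusted p-values below 0.05, also when adjusted over the list alone). The log2 fold changes were -2.88 for NFE2, -2.10 for TAL1, -1.83 for GATA1, -1.83 for HHEX, -1.50 for STAT5B, -1.33 for ZFP36L2 and -0.85 for ZEB2. NFIB was under the filter, at 0.351 ± 0.0517 FPKM in sh-NC and 0.131 ± 0.0195 FPKM in sh-LDB1 (SD, n = 2 each). These genes were picked by the study with the same libraries in hand, so they are not independent evidence.

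The study narrowed its targets to 19 candidate genes, again with these libraries. Here 17 were tested, and 10 were higher and 7 lower at a limma adjusted p-value below 0.05, with the same numbers when adjusted over the list alone. Past the fold-change threshold there were 8 higher and 6 lower genes, 14 in all. PTMA (log2 fold change -1.97), CELF2 (-1.93) and SPI1 (1.62) had the smallest adjusted p-values. NEAT1 rose from 75.5 ± 4.32 FPKM to 168.9 ± 2.71 FPKM (SD, n = 2 each; log2 fold change 1.15, standard error 0.0545, limma adjusted p = 0.000178). LYL1 fell by 1.37 on the log2 scale. IRF2BP2 rose by 0.98 with a standard error of 0.134, just under the fold-change threshold. RUNX2 was under the filter, at 0.15 ± 0.00132 FPKM in sh-NC and 1.04 ± 0.103 FPKM in sh-LDB1 (SD, n = 2 each).

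To ask whether LDB1-bound genes moved in one direction, the study's list of bound and changed genes was set against the other calls. Of this list, 882 genes were tested and 647 were past the threshold. Of these, 411 (63.5%) were lower in sh-LDB1, compared with 960 of the 1988 other calls (48.3%). The odds ratio was 1.86 (two-sided Fisher's exact test, p = 1.32e-11). With no fold-change threshold it was 1.40. The bound list had been chosen for change in these libraries, so the number of calls in it carries no information, and only the direction was compared. Fisher's test counts genes as independent, which genes that move together are not, so its p-value overstates the evidence. The bound list holds 16 of the 22 erythroid genes, for example. Bound genes and other calls were not matched on level.

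Sets of genes tied to the processes the study measured were then compared with all other genes. All 43 cell cycle genes were lower (median log2 fold change -1.14, camera adjusted p = 7.91e-13), and they were all lower when adjusted over the list alone. Of them, 33 were past the fold-change threshold. CDC45 (-2.12), TOP2A (-2.15) and MCM4 (-1.94) had the smallest limma adjusted p-values. Of 81 TNF NFKB genes tested, 54 were higher and 16 lower, or 55 and 17 when adjusted over the list alone (median 0.95, camera adjusted p = 8.96e-09). Past the fold-change threshold 40 were higher and 3 lower. Of 17 coagulation genes, 13 were higher and 2 lower, in both adjustments (median 0.79, camera adjusted p = 0.00022), and past the fold-change threshold 7 were higher and 2 lower. Without a filter on low genes, the TNF NFKB median was 0.50 and the coagulation median 0.43. For the apoptosis list, camera found no shift. It held 15 higher and 15 lower genes among 39 tested, or 16 and 15 when adjusted over the list alone (median -0.05, camera adjusted p = 0.35). Past the fold-change threshold it held 11 higher and 4 lower genes. The sign of that median turned under scaling by total reads only (0.05), without a filter (0.06) and under a median of ratios over expressed genes (0.04). Among apoptosis genes TNFRSF10B (1.99) and TNFRSF1A (1.85) were higher. For the 23 p53 targets camera found none either, with 10 higher and 8 lower in both adjustments (median 0.01, camera adjusted p = 0.255). Past the fold-change threshold 6 were higher and 1 was lower. CDKN1A rose by 2.80 on the log2 scale.

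Camera with the preset correlation was the test fixed beforehand. Under fry, all 9 lists passed an adjusted p-value of 0.05, including the HSC, apoptosis and p53 lists that camera did not call. With a correlation estimated from these 4 libraries, none of the 9 lists passed.

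**Figure D3:**
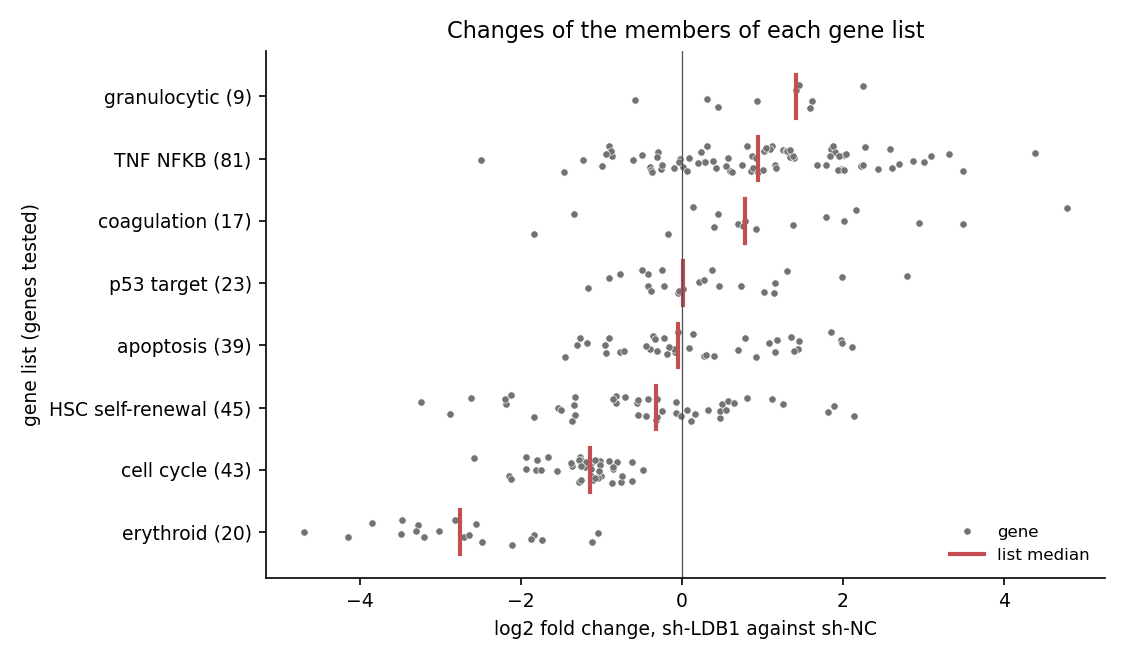
Log2 fold change on the log2(FPKM + 1) scale of each tested member of 8 gene lists, with a point per gene and a vertical line at the list median. The erythroid median stood at -2.76 and the cell cycle median at -1.14, the granulocytic median at 1.42, and the apoptosis and p53 medians near 0 with members on both sides.

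Lists of erythroid and granulocytic genes were followed because LDB1 acts in red cell genes and NB4 is a promyelocytic line. Of the 22 erythroid genes, 20 were tested and all 20 were lower past the fold-change threshold, also when adjusted over the list alone (median log2 fold change -2.76, camera adjusted p = 2.01e-09). Of these 22 genes, 16 are also on the study's list of bound and changed genes. Of 9 granulocytic genes tested, 7 were higher and 0 lower in both adjustments (median 1.42, camera adjusted p = 0.00142), and 5 were higher past the fold-change threshold. Without a filter on low genes the granulocytic median was 0.32. KLF1 fell by 3.01 on the log2 scale, and CSF3R (2.25), SPI1 (1.62) and LYZ (1.59) rose.

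The level of these lists in each library was also measured. The erythroid list had a median of 50.01 and 60.3 FPKM in the sh-NC libraries and of 9.03 and 8.35 FPKM in the sh-LDB1 libraries. The group means were 55.1 ± 7.24 FPKM and 8.69 ± 0.482 FPKM (SD, n = 2 each). Of its 22 genes, 17 were above 1 FPKM in every library, and the list lay at percentile 100 of 10000 random lists of its size. The granulocytic list had a median of 0.282 and 0.206 FPKM in sh-NC and of 0.924 and 0.554 FPKM in sh-LDB1. Of its 19 genes with values, 6 were above 1 FPKM in every library and 9 in none, and the list lay at percentile 44.8. In sh-NC, HBZ was at 1543 and 1600 FPKM and HBA2 at 1035 and 944.5 FPKM, although HBA2 shares reads with HBA1. ELANE was listed at 0 FPKM in 3 libraries and at 0.182 FPKM in sh-LDB1 replicate 1. PRTN3 was at 1.29 and 1.18 FPKM in sh-NC and at 5.50 and 4.50 FPKM in sh-LDB1. AZU1 was at 1.94 and 1.67 FPKM in sh-NC and at 4.83 and 3.93 FPKM in sh-LDB1.

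**Figure D4:**
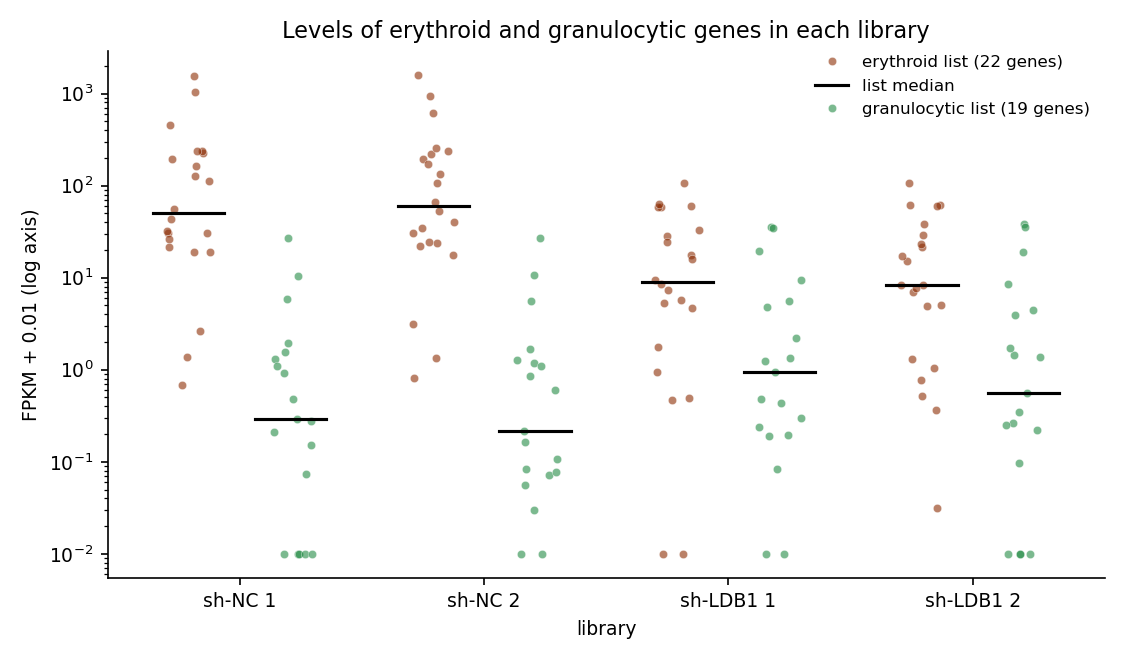
FPKM plus 0.01 on a log axis of each erythroid and granulocytic gene in each of the 4 libraries, with a black line at the list median. The erythroid medians of 50.01 and 60.3 FPKM in sh-NC and 9.03 and 8.35 FPKM in sh-LDB1 lie above the granulocytic medians, which are under 1 FPKM in all 4 libraries.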

Values the study reported

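In its LDB1-knockdown cells, the study reported 2537 upregulated and 2021 downregulated genes. It counted 27 downregulated genes among those tied to the self-renewal of hematopoietic stem cells. It found 1101 overlaps between genes bound by LDB1 and changed genes. From 5052 genes bound in most of its ChIP-Seq datasets, it arrived at 19 candidate genes.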

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

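The results from the fit across genes were recomputed under the alternatives of pseudocount, filter, scaling, block and model. Other thresholds for calls were applied to the counts of higher and lower genes, and of these the omission of the fold-change threshold also to the bound genes. PTGES, AHSP, CEBPE and NCF4 have no value under the filter of 10 reads, which removed them. The median of ratios over expressed genes, voom on the recovered reads, eBayes without a trend and the omission of genes shorter than 200 bases were chosen after seeing the data. The alternatives planned for counts, namely TMM scaling, filterByExpr and the DESeq2 Wald test, were not run because the table held FPKM. The planned test of glmTreat was replaced by limma treat. A median of ratios over all genes above 0 is already in the deposited values and changes nothing.

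The falls of LDB1, LMO2 and MYC kept their direction and stayed below an adjusted p-value of 0.05 under the 10 alternatives that gave these genes a test. LDB1 ranged from -3.69 to -3.46, LMO2 from -2.42 to -2.09 and MYC from -2.53 to -2.38. No result past the threshold changed direction, while the apoptosis median, which camera did not call, changed sign between -0.0545 and 0.0632. The odds ratio of the bound genes ranged from 1.40 to 2.13, the number of lower HSC genes from 23 to 26, and the candidate genes past the threshold from 14 to 17.

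The counts of calls depended most on how the fold-change threshold was used. There were 3983 higher and 4978 lower genes without it, and 568 higher and 581 lower genes when treat tested against a fold change of 2. A pseudocount of 0.1 gave 1697 higher and 1880 lower genes, 0.01 gave 1731 and 1921, and voom gave 1752 and 1930. Of the 2635 calls, 2605, 2558 and 2584 were shared with these settings. The smaller counts at pseudocount 1 follow from its shrinking of the changes of low genes. A filter of at least 10 reads in every library gave 1049 and 1221, no filter 1363 and 1385, and no trend 1251 and 1360. An adjusted p-value below 0.001 gave 921 and 1090 genes, and an unadjusted p-value below 0.05 gave 1278 and 1384. Leaving out genes shorter than 200 bases gave 1208 and 1286.

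Scaling moved the balance of directions. With total reads only, 1484 genes were higher and 1122 lower, and with the median of ratios over expressed genes, 1462 were higher and 1145 lower. The median shift over the tested genes was 0.09 on the log2 scale for each of these scalings. The share of lower calls went from 52.0% to 43.1% and 43.9%.

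List tests depended on the test. Under fry, the HSC list (median -0.32, fry adjusted p = 0.000647), the apoptosis list (-0.052, 0.00364) and the p53 list (0.011, 0.00211) also passed. Fry asks whether members change in a direction, not whether they differ from other genes. The medians are not its statistic, so their signs do not give the direction it found. Past the fold-change threshold, the apoptosis list held 11 higher and 4 lower genes, and the p53 list 6 and 1. With an estimated correlation, the lists of TNF NFKB (0.95), coagulation (0.79), cell cycle (-1.14), erythroid (-2.76), granulocytic (1.42) and ER and Golgi genes (1.15) no longer passed, with adjusted p-values from 0.0959 to 0.113. That correlation was estimated from 4 libraries. Without a filter, the HSC list passed (-0.10, adjusted p = 0.018), against adjusted p-values from 0.000647 to 0.392 over its alternatives. The cause was not tested. Without a filter the medians of TNF NFKB (0.50), coagulation (0.43) and granulocytic genes (0.32) were also smaller, with camera still calling them.

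Taking the mean of log2(value + 1) over members in place of the median gave 9.38 FPKM for erythroid genes in sh-LDB1, 0.979 FPKM for granulocytic genes in sh-NC and 1.96 FPKM for granulocytic genes in sh-LDB1. A few members of higher level raise such a mean. The granulocytic level stayed below the erythroid one.

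Leaving out a library leaves an arm with 1 library, so these 4 fits gave values only. The median of the p53 list went from -0.033 to 0.11 and changed sign, the value of -0.033 being that without sh-LDB1 replicate 2 and 0.11 that without sh-NC replicate 2. The ER and Golgi list ranged from 1.12 to 1.17, the erythroid list from -2.83 to -2.72, the HSC list from -0.39 to -0.30 and the apoptosis list from -0.051 to -0.020. LDB1 ranged from -3.65 to -3.48.

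Across genes, the deviations of same-numbered samples had a correlation of 0.0196, so no shared effect of the replicate number was seen. With 2 libraries per group, the deviations within a group mirror each other, and both pairs give the same value. It cannot show that the samples were unpaired. With the replicate number as a block there were 1274 higher and 1386 lower genes. Of the calls of the fit without the block, 2623 were kept. The HSC self-renewal genes lower after the knockdown numbered 26 with the block and 25 without it.

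Among single genes, 5 results became stronger and 1 weaker under an alternative. The weaker one was AHSP with a pseudocount of 0.01, and the stronger ones were CD33 and CEBPE. Depth limited the lowest genes, since 814 genes tested had a mean under 10 recovered reads.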

Other observations

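The tests of the authors' normalization, of library depth, of genomic DNA, of chromosome 19 after removal of the GC trend, of the further windows of the shRNA targets, of the shRNA-1 site in the 3' UTR against the coding sequence, and of list members without a site were chosen after the result was seen. All other tests below were written before it.

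The number of genes higher after the knockdown was 1264. That is lower than the value quoted from the study above. The number of genes lower after the knockdown was 1371. That is also lower than the value quoted from the study above. The numbers of higher and lower genes were 1731 and 1921 with a pseudocount of 0.01, 1752 and 1930 with voom on recovered reads, 1363 and 1385 without a filter, and 1278 and 1384 with an unadjusted p-value. Scaling by total reads only gave 1484 and 1122, and a median of ratios over expressed genes gave 1462 and 1145. Under these 2 scalings more genes were higher than lower, the direction of the counts quoted from the study. That does not show scaling to be the cause of the difference. The deposited FPKM already held a median-of-ratios scaling, and with it the main fit had more lower than higher genes. The study called genes with DESeq2, which was not run here. A smaller pseudocount without the filter was not run either, so the share of low genes in the difference stays open.

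Cells labelled NB4 had erythroid genes at high level and granulocytic genes at low level in all 4 libraries. The lowest level of HBZ, HBA2 and HBG1 in a sh-NC library was 194.1 FPKM. The highest level of ELANE, PRTN3 and AZU1 in a sh-NC library was 1.94 FPKM. That argues against a minor share of erythroid cells mixed into promyelocytic cells, which would bring both kinds of transcript at high level. In any of the 4 libraries the highest level of these 3 genes was 5.50 FPKM, so a candidate explanation is that the libraries came from another line than the labelled one, such as the erythroleukemia line K562 that the study also grew. The written test also asked for genes of the 9p21 region. None of the 3 on that list had a value to analyse here. A missing value by itself excludes nothing, so that part was not evaluated. The study reported authenticating its lines by short tandem repeat profiling. An NB4 stock with erythroid expression stays open, as no genotype was compared. Which line was sequenced cannot be settled from expression alone.

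The seed of an shRNA guide can repress genes with a matching site in the 3' UTR. Over 9958 genes with an annotated 3' UTR and 16130 sites of 7 bases, the site matching the guide seed was tested for each of the 3 shRNAs. The written test compared the shift itself and set a limit of 5% of sites, but the ratio of the shift to its standard error was computed first and the shift itself only afterwards. For LDB1-shRNA-1, 6.05% of sites had a shift as low as the seed site, TGACAAT, against 20.1% for LDB1-shRNA-3 and 81.5% for LDB1-shRNA-2. For the ratio, which allows for the number of genes with a site, the values were 1.37%, 16.6% and 91.6%. A lowest value of this size in 3 tries has a chance of 17.1% for the shift and of 4.05% for the ratio. The 2 measures fall on different sides of the limit, so repression through the seed cannot be told apart from its absence by this test. All 45 windows of the 3 targets were then looked at. Of all sites, the 3 with the lowest ratio of shift to standard error were GTGTGAC (976 genes, -0.25), TGTGACA (1406 genes, -0.18) and GTGACAA (969 genes, -0.17). These are consecutive windows of the LDB1-shRNA-1 target, at bases 11 to 17, 12 to 18 and 13 to 19. By the shift itself they ranked 2, 19 and 29 of all sites. The reverse complement GTCACAC had a shift of 0.01 in 771 genes.

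2 further tests were made on the site with the lowest ratio, GTGTGAC. The written one asked both for a larger shift with more sites and for a larger shift in the 3' UTR than in the coding sequence. Genes with 2 or more sites shifted by -0.31 ± 0.0764 (SE, 114 genes) and genes with 1 site by -0.24 ± 0.0261 (SE, 862 genes). The difference of -0.0645 ± 0.0807 (SE) was not resolved, so the dose part cannot be told apart from no growth with site number. Genes with the site in the coding sequence only shifted by -0.13 ± 0.0319 (SE, 767 genes). The difference from the 3' UTR was -0.126 ± 0.0404 (SE), but the site had been picked for its low value in the 3' UTR. That choice favours such a difference, so this part decides nothing. The shifts of the 3 windows may reflect off-target repression by the LDB1-shRNA-1 guide. If so, a part of the changes would come from the guide and not from the loss of LDB1. An indirect effect on genes that share these sites stays open, since no library of a second shRNA was analysed here and the shRNA used is not stated.

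A seed effect of this kind would be small beside the falls of the erythroid and cell cycle lists. Any of the 3 sites was present in 27.5% of 1058 genes lower past the threshold, in 13.7% of 969 genes higher past it and in 23.9% of the other genes. Erythroid genes with none of the 3 sites had a median log2 fold change of -2.91, and cell cycle genes with none had -1.14. Both lists thus fell without a site, which argues against seed repression of the members themselves as the cause of either fall. The 3' UTRs of LMO2, MYC, GATA1, NFE2, HHEX, STAT5B, LYL1 and KLF1 hold none of the 3 sites, and those of TAL1, ZEB2 and ZFP36L2 hold at least 1.

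GC content, gene length and level together explained 4.96% of the variance of the fold changes. With that trend removed, the erythroid median was -2.70, the cell cycle median -0.97 and the ER and Golgi median 1.39. All 3 stayed outside the middle 99% of 10000 random lists, so the trend does not account for these shifts.

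Of 49 ER and Golgi genes, 41 were higher and 4 lower at a limma adjusted p-value below 0.05, in both the adjustment over all genes and that over the list alone (median 1.15, camera adjusted p = 1.66e-12). ARF4 rose by 3.40, KDELR3 by 2.51 and SRPRA by 2.01 on the log2 scale. Over 3 scalings of the libraries, the list median was lowest, 1.15, with the authors' own scaling. It was 1.26 with total reads only and 1.24 with the median of ratios over expressed genes. The other scalings moved the tested genes by a median of only 0.09, too little to make or remove a rise of this size. The choice among these 3 thus does not account for the rise, but their comparison could not have ended otherwise. It says nothing on scalings that differ more. A factor per library moves genes of similar level alike, so the position of the list relative to such genes does not rest on it. Whether the absolute level rose cannot be told, since each of these scalings sets the libraries to a common level. A response of the secretory pathway to the knockdown is a hypothesis that was not tested further.

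Genes of chromosome 19 were higher than others, and the test written first found chromosome positions past chance. The median of chromosome 19 deviated by 0.26 from that of all genes, against 0.17 in 95% of 1000 shuffles. The largest deviation of a window of 50 neighbouring genes was 0.72, against 0.52. After this was seen, the trend on GC content, length and level was removed. The deviation of chromosome 19 was then 0.11, and 32.2% of shuffles gave a chromosome as large. GC content and length may therefore account for chromosome 19. In 2 windows the deviation was still past 95% of shuffles, where 1.6% of shuffles gave one as large. A difference in chromosome copy number between the 2 cell populations cannot be told apart from gene content by these tables. Only 1.40% of the variance lay between chromosomes, so whole-chromosome gains could be at most a minor part of the changes.

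More genes were above 0 FPKM in sh-LDB1 than in sh-NC, by 1688 on average, while replicates differed by at most 98. With 14300000 reads drawn from each library, the difference was 1843, so depth does not account for it. Without the 200 genes of highest level it was 1818, so a few abundant genes do not account for it either. A first test of genomic DNA used all 72 olfactory receptor genes and was replaced, since a few that had many reads carried the total. Over all 72, the reads per kilobase were 8.02 and 8.28 in sh-NC, and 3.32 and 3.07 in sh-LDB1. Over 56 such genes with fewer than 50 reads, the reads per kilobase were 0.664 and 0.794 in sh-NC, and 0.893 and 0.769 in sh-LDB1. The gain in the mean, 0.102, was within the spread between replicates. Taken as it stands, that gain would put 206 genes above 0 in both sh-LDB1 libraries only, while 1471 were seen, against 492 the other way. With the gain unresolved, the 206 has no error, so this test does not decide on genomic DNA. A wider set of genes transcribed at low level after the knockdown stays open as a hypothesis.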
